# Wtip- and Gadd45a-Interacting Protein Dendrin Is Not Crucial for the Development or Maintenance of the Glomerular Filtration Barrier

**DOI:** 10.1371/journal.pone.0083133

**Published:** 2013-12-20

**Authors:** Zhijie Xiao, Patricia Q. Rodriguez, Liqun He, Christer Betsholtz, Karl Tryggvason, Jaakko Patrakka

## Abstract

Glomerular podocyte cells are critical for the function of the renal ultrafiltration barrier. Especially, the highly specialized cell–cell junction of podocytes, the slit diaphragm, has a central role in the filtration barrier. This is highlighted by the fact that mutations in molecular components of the slit diaphragm, including nephrin and Cd2-associated protein (Cd2ap), result in proteinuric diseases in man. Dendrin is a poorly characterized cytosolic component of the slit diaphragm in where it interacts with nephrin and Cd2ap. Dendrin is highly specific for the podocyte slit diaphragm, suggesting that it has a dedicated role in the glomerular filtration barrier. In this study, we have generated a dendrin knockout mouse line and explored the molecular interactions of dendrin. Dendrin-deficient mice were viable, fertile, and had a normal life span. Morphologically, the glomerulogenesis proceeded normally and adult dendrin-deficient mice showed normal glomerular histology. No significant proteinuria was observed. Following glomerular injury, lack of dendrin did not affect the severity of the damage or the recovery process. Yeast two-hybrid screen and co-immunoprecipitation experiments showed that dendrin binds to Wt1-interacting protein (Wtip) and growth arrest and DNA-damage-inducible 45 alpha (Gadd45a). Wtip and Gadd45a mediate gene transcription in the nucleus, suggesting that dendrin may have similar functions in podocytes. In line with this, we observed the relocation of dendrin to nucleus in adriamycin nephropathy model. Our results indicate that dendrin is dispensable for the function of the normal glomerular filtration barrier and that dendrin interacts with Wtip and Gadd45a.

## Introduction

The renal ultrafiltration occurs through the capillary wall of the kidney glomerulus. The filtration barrier is formed of fenestrated endothelial cells on the inside, the glomerular basement membrane in the middle, and specialized glomerular epithelial cells (podocytes) on the outside. Although all three layers have important roles in the filtration barrier function, the podocyte seems to be the most critical part of the renal filter. This is underlined by the fact that mutations in many podocyte proteins cause albumin leakage through the glomerular barrier [1]. This protein leakage is clinically observed as proteinuria. Proteinuria is a common symptom of renal disorders and considered to be a major factor in promoting the progression of renal diseases. Therefore, it is of critical importance to understand the biology of the glomerulus filtration barrier.

Podocytes can morphologically be divided to a cell body and cytoplasmic extensions termed major and foot processes [2]–[3]. Foot processes enwrap the glomerular capillaries and adjacent foot processes are interconnected by highly specialized cell-cell junctions called slit diaphragms. The slit diaphragm is formed of a complex of transmembrane proteins. Many of these proteins, such as nephrin and podocin, are highly specific for the podocyte cell and essential for the maintenance of the filtration barrier [4]. Importantly, mutations in these proteins are responsible for many inherited proteinuric syndromes in man [1]. At the cytoplasmic side, the slit diaphragm is connected to the actin cytoskeleton via a number of linker proteins, including Nck and Cd2-associated protein (Cd2ap). Studies in knockout mice have shown that also these linker proteins are crucial for the maintenance of the kidney filter [5]–[6].

Dendrin is a poorly characterized cytoplasmic protein that was originally identified to be present in dendritic processes of neurons [7]. We have identified dendrin as a component of the podocyte slit diaphragm [8]–[9]. Dendrin is highly specific for the podocyte cell as RNA expression was detected only in podocytes and neuronal tissue. Furthermore, Asanuma et al. showed that dendrin interacts with Cd2ap and nephrin in the slit diaphragm, and that in injured podocytes dendrin can relocate to nucleus and modulate TGF-B-mediated apoptotic signals [10]. In addition, in human patients with IgA nephropathy, dendrin has been reported to trasnlocate to nucleus [11], suggesting that dendrin has a role in the pathogenesis of this common renal disorder. However, the functional role of this highly podocyte-specific gene in the kidney filter is still unknown.

In this study, in order to enlight the role of dendrin in the glomerulus filtration barrier, we have generated a dendrin knockout mouse line, as well as performed protein-protein interaction studies. Our results indicate that dendrin binds to Wt1-interacting protein (Wtip) and growth arrest and DNA-damage-inducible 45 alpha (Gadd45a), two proteins that are known to be present in the nucleus and mediate transcription. Furthermore, our studies in dendrin-deficient mouse line indicate that dendrin is not needed for the development or function of the glomerulus filtration barrier.

## Materials and Methods

All animal studies were carried out in Scheelelaboratoriet (Karolinska Insitutet) and were approved by the Committee on Research Animal Care (Stockholms Norra djurförsöksetiska nämnd).

### Generation of dendrin-deficient mouse line

Dendrin knockout mice were generated using the Velocigene™ technology (Regeneron Pharmaceuticals, Inc.) [12]. The coding sequence of exons one and two, which represent the whole coding sequence of dendrin, were replaced with an eGFP-containing cassette (eGFP lox-Ub1- EM7- Neo- lox cassette). Thus, the genomic sequence of dendrin (position 99265856–99268375 bp in chromosome 15) from start codon ATG to the stop codon TGA was replaced, in frame with respect to the dendrin initiation codon, by the coding sequence of eGFP and a Lox flanked neomycin gene driven by a mammalian promoter. Correctly targeted ES cells (derived from the 129S6SvEv/C57BL6 mouse strain) were identified using the loss-of-negative-allele assay (Valenzuela et al., 2003), and the proper integration of the knockout cassette was verified by sequencing of the integration sites (both the 5′ and 3′ junctions). Correctly targeted ES line was used to generate chimeric male mice that were then bred to C57BL/6 female to generate N1 mice. Heterozygous mice were mated with each other to obtain wild-type, heterozygous, and null mutant mice. The mice used in this study were backcrossed over 5 generations (N5 to N7) onto the C57BL/6 background.

### Genotyping

Genotyping was done by PCR using genomic DNA extracted from ear biopsies. For the detection of the wild-type allele, the primer pair ‘WTL’ (5′- GGAGGATCTCAGCGTCCATA -3′ in Exon 2) and ‘WTR’ (5′- AGGTTCAAGGCCTCTCCATT -3′ in three prime untranslated region) generating a 574 bp band was used. The null allele was detected with primer ‘KOL’ (5′- AATTCCATCAGACCTCGACCT -3′ in the eGFP-Neo containing cassette) and ‘WTR’ primer generating a 405 bp band. The absence of dendrin mRNA was further confirmed by generating glomerular cDNA from wildtype and knockout mice and by using dendrin-specific primers: exon 1: L 5′-CTGGATGGCCCGTTATTCT-3′, R 5′-CAGTAGCTGGCCTGGATGTC-3′; exon 2: L 5′-GAGCTTGGGGTCTCAGACAG-3′, R 5′-GGTCACCTTCCAAACTTCCA-3′; exon 1–2: L 5′-TTATAGTCGTCGCGCTCCTT-3′, R 5′-CTGATCGCGGACCTAGAGAG-3′. The PCR reaction and analysis was done using standard procedures.

### Immunohistochemistry and histological analysis

For immunofluorescence staining, samples were collected from mouse kidneys, embedded in OCT compound (Sakura, Inc.) and snap-frozen on dry ice. For detecting dendrin, we used three different rabbit polyclonal antibodies. Two of them have been described previously [8], [10], whereas the third was purchased from EDM Millipore. The immunohistochemistry procedure has been described previously [8]. Other antibodies used in this study were anti-Wt1 (Calbiochem), anti-Gadd45α (H-165) (Santa Cruz Biotechnology, inc.), anti-nephrin (Sigma), anti-podocin (Progen), and anti-synaptopodin (Progen). For double staining of dendrin with other rabbit antibodies, the dendrin antiserum was protein A purified and then directly labeled with Alexa Fluor® 488 or 568 (Invitrogen). The labeled dendrin antibody was added secondary to other antibody reaction.

To quantify dendrin positive podocyte nuclei, we double stained dendrin with a known podocyte nucleus marker wt1. Colocalization of dendrin and wt1 (observed as yellow fluorescence) was considered as dendrin expression in a podocyte nuclei. We counted a total number of wt1 positive cells in 10 glomeruli (in each mouse) and correlated this to the number of podocyte nuclei showing dendrin expression.

For histological analysis, kidney samples were fixed in 4% paraformaldehyde followed by dehydration and embedding in paraffin. Sections (3–5 µm) were cut and stained with hematoxylin and eosin.

### Urine analysis

Urine samples were collected from dendrin knockout and control mice for up to 1 year of age. The presence of albuminuria was analyzed by running 2 µl of urine on SDS-PAGE gel (Invitrogen) which was stained with Coomassie blue or PAGE-Blue stain (Fermentas). The stained gels were then scanned and analyzed by Quantity One software (Bio-Rad) to compare albuminuria level between samples.

### Mouse disease models

We induced glomerular injury and proteinuria in dendrin knockout mice by LPS-injection and albumin overload as previously described [13]–[14]. For the LPS-induced nephropathy, we used 8 wild-type and 8 dendrin-null adult mice. Each mouse was injected with 13 µg/g body weight of LPS (0.5 mg/ml diluted in PBS) intraperitoneally. Urine was collected at the time of LPS injection, at 12, 24, 36, 48, 60, and 72 hours after the injection. For the albumin overload experiment, 6 wild-type and 5 knockout adult mice were used. We injected 200 µg of BSA in a volume of 400 µl intraperitoneally on four consecutive days. Urine samples were collected before each injection and 24 hours after the last injection. Urine samples were analyzed as described above. The data was analyzed by pair wised t-test. P>0.05 was considered as a significant difference.

Adriamycin induced proteinuria model was established in BALB/c mouse strain, which has been shown to be susceptible to this toxin [15]. Adriamycin (Sigma) was diluted with isotonic saline solution (0.9% NaCl_2_) to 2 mg/mL, and singly injected via the tail vain at a dosage of 10.5 mg/kg body weight.

### Yeast two-hybrid assay

The coding sequence of mouse dendrin was cloned to a bait plasmid pGBKT7, and used to screen a custom-generated mouse kidney glomerulus cDNA library [16]. The yeast two-hybrid (y2h) screening was performed according to the manufacturer's instructions (Clontech Laboratories). The positive clones were sequenced and analyzed with NCBI's BLAST database.

### Western blotting and co-immunoprecipitations

Western blotting was performed using standard procedures. Anti-β-actin antibody (Abcam) was used as a loading control. For coimmunoprecipitations, HEK293 cells were co-transfected with full length myc-tagged Gadd45a and flag-tagged dendrin constructs, or full length myc-tagged Wtip and ha-tagged dendrin constructs, respectively. We used irrelevant expression constructs as controls (Myc-STN or PSL). Experiments were performed according to standard procedures.

### Microarray analysis

Three dendrin-null and three littermate mice at age of 13 months were used to profile glomerular transcriptomes. Glomeruli were isolated as described previously (Takemoto et al., 2002) and total glomerular RNA was extracted using RNeasy® Mini Kit (Qiagen). Microarrays were performed using Mouse Genome 430 2.0 Array according to standard procedures as described by the manufacturer (Affymetrix, Santa Clara, Calif., USA).

Affymetrix raw data were normalized using Bioconductor GCRMA package (Bioconductor gcrma package, version 2.30.0), and Significance Analysis of Microarrays was performed to identify the significantly differentially expressed genes (Bioconductor Siggenes package, version 1.8.0).

## Results

### Establishment of dendrin-deficient mouse line

Two coding exons of dendrin and the intervening intron were replaced with an eGFP lox-PGK- EM7- Neo- lox cassette (Fig. 1a). Heterozygous mice were mated to obtain dendrin null mice and littermate controls. Pups were born at an expected Mendelian frequency (data not shown). The elimination of dendrin mRNA in homozygous mice was confirmed by RT-PCR analysis and microarray profiling. Dendrin knockout mice lacked the expression of both dendrin exons in glomerulus and brain tissues, whereas control mice showed the presence of these transcripts (Fig. 1b). The absence of dendrin mRNA was further confirmed by our microarray profile that showed approximately 400-times downregulation of dendrin in knockout glomeruli (table S1). 

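Dendrin mRNA was close to background in the glomeruli of all 3 dendrin knockout mice and far above it in the glomeruli of all 3 littermate control mice. Ddn, the gene of dendrin on chromosome 15, is represented by 1 probe set on the array. Its GCRMA value, the background-corrected signal of the microarray, was 3.80, 3.81 and 3.80 (log2) in the knockout mice and 12.22, 12.81 and 12.31 in the control mice. The mean was 3.80 ± 0.0074 (SD, n = 3 mice) in knockout and 12.45 ± 0.32 (SD, n = 3) in control glomeruli. The difference of -8.64 on the log2 scale (standard error 0.18) was far larger than the spread between mice of either group and corresponds to a 399-fold lower value. The knockout values lie under log2 4, a level at which the signal of this array is dim. Against that level, the expression in knockout glomeruli was at least 349-fold lower, and with an offset of 16 added to the unlogged values it was 186.7-fold lower. Every knockout value was below every control value (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The place of its probes relative to the replaced coding sequence is not given in the sources used here.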

The absence of dendrin protein was shown by immunohistochemistry in which two different dendrin antibodies did not detect dendrin in knockout glomeruli, while control glomeruli showed strong immunostaining (Fig. 1c). In Western blot analysis, we somewhat surprisingly found that three different anti-dendrin antibodies recognized a protein around 80 kD in both wildtype and knockout kidney lysates (supporting Fig. S1). In the brain, two of these antibodies recognized similarly a band around 80 and 90 kD in both wildtype and knockout brain tissues. These results correspond to the previously published data by us and others [8], [10]. In addition, these bands were detected in the liver, although no dendrin mRNA has been detected in liver tissues [8]. As our RT-PCR, microarray and immunostaining convincingly indicated that dendrin knockout mice lack dendrin mRNA and protein, we believe that these bands in Western blot represent cross-reactivity against some other protein as all anti-dendrin antibodies used were raised against the C-terminal part of dendrin. The expression of eGFP was analyzed using direct microscopy and immunohistochemistry with anti-GFP antibody. Neither of these approaches detected eGFP signal in the glomerulus (data not shown). Taken together, the results indicate that the mouse line generated is lacking dendrin expression in the glomerulus and the brain.

**Figure 1:**
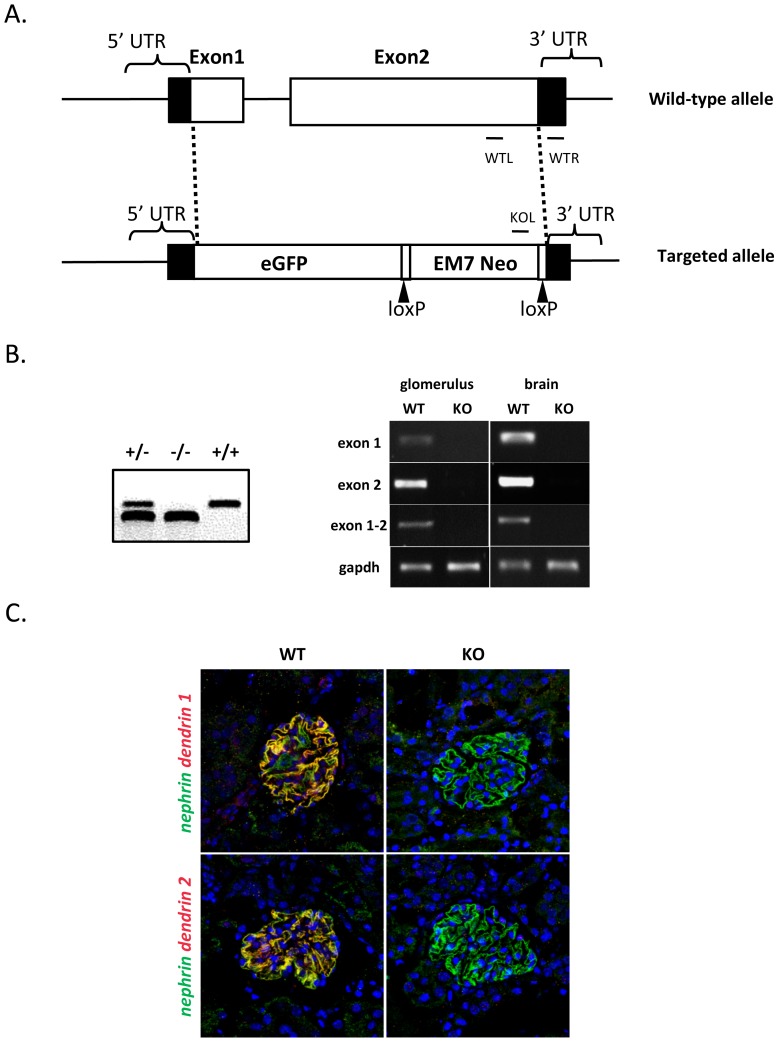
Generation of dendrin knockout mouse line. (a) The targeting construct was designed to replace both coding exons of dendrin with a cassette encoding for eGFP and neomycin-resistance gene. (b) PCR-based genotyping generated 574 bp for a wild-type allele and 409 bp fragment for a knockout allele. The absence of dendrin mRNA was confirmed using RT-PCR in where cDNA generated from wildtype (wt) glomeruli and brain tissue showed dendrin expression (exon 1, exon 2 and the combination of exon 1–2), whereas cDNA from knockout (KO) animals remained negative for dendrin expression. Gapdh was used as a loading control. (c) Double immunofluorescence labeling for dendrin (two different antiboides, dendrin 1 and dendrin 2) and nephrin (green) showed that strong expression in wt glomeruli in where they colocalized (yellow). In KO glomeruli, no signal for dendrin was observed. DAPI staining (blue) showing nuclei. Magnifications: ×200.

### Lack of dendrin does not affect glomerular development or barrier function

Previously, we and others have located dendrin specifically to the cytoplasmic side of the podocyte slit diaphragm [8], [10]. As the slit diaphragm is a central player in the glomerular filtration barrier function, we investigated in detail the developing and mature glomeruli in dendrin knockout mice. Light microscopic examination showed that the glomerulogenesis proceeded normally in dendrin knockout mice and mature glomeruli showed normal morphology (data not shown, Fig. 2a). In electron microscopy, dendrin null glomeruli exhibited normal morphology with interdigitating foot processes and intact slit diaphragms (Fig. 2b). Urinanalysis of dendrin knockout mice did not show significant albuminuria (as observed for up to 1 year of age, fig. 2c). Taken together, these results indicate that dendrin is dispensable for the development and maintenance of the glomerular filtration barrier.

**Figure 2:**
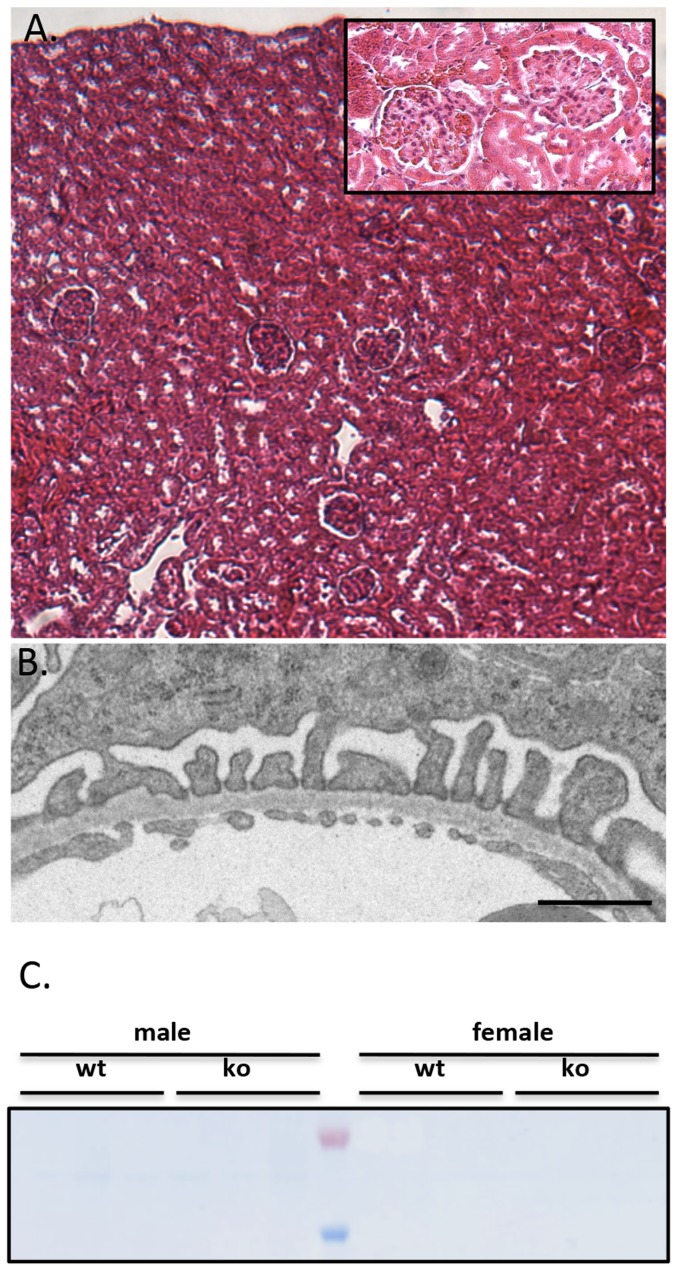
The kidney phenotype in dendrin knockout mouse. (a) Dendrin-deficient mice exhibit normal renal morphology by light microscopic examination (hematoxylin-eosin stained section from 2-month old dendrin knockout mouse). Inset: a dendrin-deficient glomerulus with normal morphological features. (b) In electron microscopy podocytes, the glomerular basement membrane and glomerular endothelial cells show normal morphological features. Fine slender podocyte foot processes interconnected by intact slit diaphragms are observed. Bar = 500 nm. (c) 2 ul of urine from 1-year-old wildtype (wt) and knockout (ko) mice was run on SDS-page gel. No albuminuria is detected Ladder showing 50 kD (blue) and 70 kD (orange) bands.

### Expressional profiling of dendrin-deficient glomeruli

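Gene expression was measured in glomeruli isolated from 3 dendrin knockout mice and 3 littermate control mice at 13 months of age. The RNA of each mouse was hybridized to 1 Affymetrix array that covers the transcripts of the mouse genome. The authors processed the array intensities with GCRMA (version 2.30.0), which subtracts a background that depends on the sequence of each probe, brings the arrays to the same distribution and combines the probes of a probe set into 1 value on the log2 scale. Values were given for 45101 probe sets, of which 34958 name a single gene, 932 name several genes and 9211 were paired with no gene, so that 18194 genes are represented. The median of an array lay between 2.66 and 2.69 and its highest value between 15.47 and 15.55. GCRMA leaves probe sets without signal at a common low level. The value was the same on all 6 arrays for 16139 probe sets (35.8%), and the mean was under log2 4 for 25482 (56.5%), which are called dim. Among the probe sets that are not dim, the correlation between 2 arrays was 0.973 to 0.995, counted across probe sets, which are not independent replicates. The lowest correlations were those of control 2. In this mouse, genes of the proximal tubule were higher than the mean of the other arrays by a median of 1.29 (log2), genes of the loop, distal tubule and collecting duct by 1.55, and the median of leukocyte genes was -1.90 relative to the other arrays. Knockout and control glomeruli were compared with limma (two-sided) over all probe sets without a filter, and differences are given as knockout minus control on the log2 scale. The number of arrays limits the precision. With 3 mice against 3, an exact permutation test of a single gene cannot give a p under 0.1.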

To investigate how the lack of dendrin in podocytes affects the gene expression in the glomerulus, we microarray-profiled glomeruli from dendrin knockout mice. As expected, the dendrin expression was downregulated significantly (≈400 fold) in knockout glomeruli. 

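Ddn had both the largest fall and the smallest p of all probe sets on the array. Its adjusted p was 0.0197 from limma (Benjamini-Hochberg over all probe sets), with all 3 knockout mice below all 3 control mice. The next largest difference past the paper's criterion in the same direction was that of the immunoglobulin segment Ighv14-2, with a mean of 3.33 ± 0.61 (SD, n = 3) in knockout and 5.09 ± 0.61 (SD, n = 3) in control glomeruli. Actb and Gapdh, which encode the structural protein β-actin and a glycolytic enzyme, are given for comparison. Gapdh differed by -0.023 (standard error 0.011) between the groups. Actb differed by -0.0030 (standard error 0.019), a sign that turned when the arrays were centred on their medians or quantile normalized again. Another probe set of Actb, listed in Table S1, was at -0.64 with all knockout mice below all control mice, and missed the criterion with limma (unadjusted p = 0.0665). The ratio of the unlogged means of Ddn was 406.2. With 1 array left out in turn, the adjusted p of Ddn ranged from 0.000552 to 0.192 and was under 0.05 only without control 2. Filters on the mean or the range of probe sets gave adjusted p values of 2.12e-05 to 0.000122 with limma. The fit without a filter included 16139 probe sets with the same value on all arrays, which the range filter removes. The prior of that fit had 0.312 degrees of freedom against 4 residual ones. The unfiltered p of Ddn therefore rested almost wholly on the spread of Ddn itself. How much of the drop this accounts for was not tested.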

Besides the downregulation of dendrin, the expression profiles showed only rather little changes. 

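Most genes of the glomerulus differed little between knockout and control mice. Of the 19619 probe sets that are not dim, 98.22% differed by less than 1.5-fold, and the median size of the difference was 0.090 (log2). Knockout and control values did not overlap for 13.7% of these probe sets, where chance gives 10%. The lists of genes that mark the cell types of the kidney were fixed before the data were examined. Of 22 genes of the glomerular endothelium, 17 were lower and 5 higher in knockout glomeruli, with a median of -0.12. The list was lower than other genes by camera, a limma test of gene sets (adjusted p = 0.000167), but not with the correlation between genes estimated from these arrays (adjusted p = 0.476 with an estimated correlation). Without knockout 3 or control 3, its median was -0.060 and -0.048. Its members included the transcription factor Meis2 (-0.25), the receptor tyrosine kinase Tie1 (-0.23) and the transcription factor Gata5 (-0.22), whereas Sost, which encodes the secreted Wnt inhibitor sclerostin, was higher by 0.70 (standard error 0.14) and past the paper's criterion. Among 17 genes of mesangium and smooth muscle, 10 were higher and 5 lower (adjusted p = 0.705 from camera, 0.896 with an estimated correlation), and only the smooth muscle gene Tagln passed the criterion (0.68, standard error 0.24). Among 9 genes of the parietal epithelium, 3 were higher and 5 lower, and the mean was above and the median below 0 (adjusted p = 0.561 from camera, 0.754 with an estimated correlation).
Genes of tubule cells and of leukocytes varied most in 1 control mouse. Of 23 genes of the loop, distal tubule and collecting duct, 21 were lower in knockout glomeruli, with a median of -0.27 (adjusted p = 0.000255 from camera, 0.754 with an estimated correlation), and 14 were dim. The median was -0.16 without knockout 2, -0.41 without control 1, -0.66 among the members that are not dim, -0.079 with an offset of 16 and -0.12 with 1 probe set per gene. The calcium-binding protein gene Calb1 (7.34 ± 0.36 in knockout and 8.70 ± 1.91 in control, SD, n = 3) and the thiazide-sensitive transporter gene Slc12a3 (6.94 ± 0.27 and 8.17 ± 1.89) had their largest values in control 2, and without this array the median of the list was 0 (adjusted p = 0.489). Of 24 genes of the proximal tubule, 17 were lower (adjusted p = 0.075). Of 23 leukocyte genes, 18 were higher, with a median of 0.35, among them the complement gene C1qc (10.28 ± 0.35 in knockout and 9.05 ± 2.37 in control, SD, n = 3), which stood at 6.35 in control 2 (adjusted p of the list = 0.659). Without control 2, the proximal tubule genes were higher (adjusted p = 0.0487) and the leukocyte genes lower (adjusted p = 0.00122) in knockout glomeruli, and without control 3 the reverse held (adjusted p = 0.000113 and 0.0199). Without control 1, the proximal tubule genes were lower as well (adjusted p = 0.0328). No gene of these lists passed an adjusted p of 0.05, whether adjusted over the list alone or over all probe sets. From these profiles, the paper states that besides dendrin the expression changed rather little, and its Discussion treats the comparison as a search for compensatory changes.

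**Figure D1:**
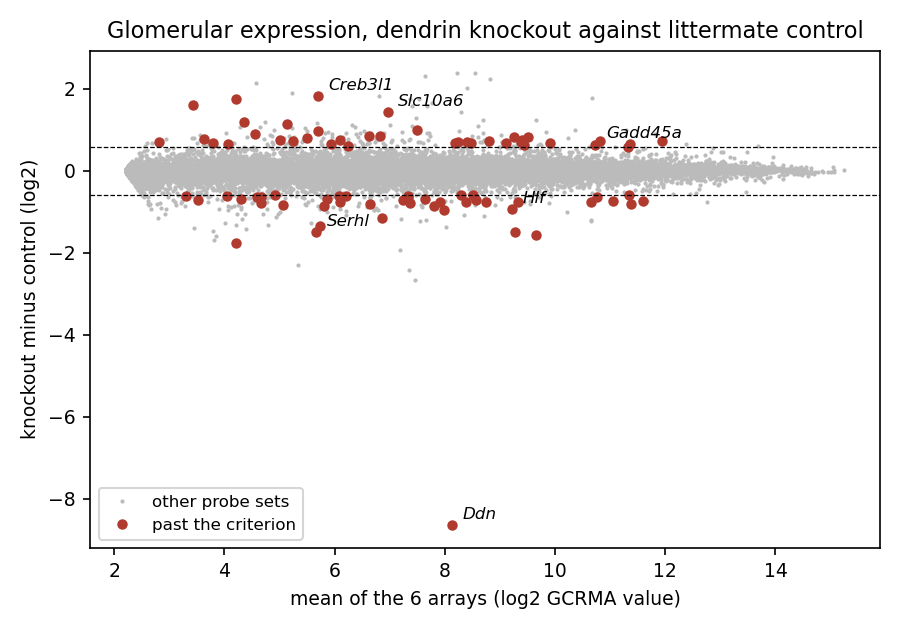
Difference between knockout and control (log2) against the mean of the 6 arrays (log2 GCRMA value). Each point is 1 of the 22997 probe sets whose values span more than 0.1, red points are past the fold and p criterion of the paper, and the dashed lines mark a 1.5-fold difference. Ddn lies far below all other points.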

A total of 108 probe sets were differentially expressed in the dendrin-deficient glomerulus, when fold-change (KO/WT) over ±1.5 times and individual raw p value<0.05 were used as filtering criteria. 

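Genes of the glucocorticoid response, of the circadian clock and of chromosome 15, where dendrin is encoded, stood among the probe sets that passed this criterion. With p values from limma, 81 probe sets of 68 genes passed it, and 8 of these probe sets were paired with no single gene. In simulated data of 45101 probe sets, 83 unchanged probe sets passed the same criterion. Other splits of the 6 arrays into 3 and 3 gave 23 to 133 probe sets, and 2 of the 10 splits, the real one included, gave as many as the real one. All 81 belong to the 108 probe sets of Table S1, of which 44 to 52 passed with 1 array left out in turn. Of 21 genes of the glucocorticoid response, 18 were higher and 3 lower in knockout glomeruli, with a median of 0.20. The median was 0.33 without knockout 1, 0.36 without control 2 and 0.35 without control 3. Without control 1 it fell to 0.16 (adjusted p = 0.0328 from camera). Fkbp5, a co-chaperone of the glucocorticoid receptor, was 9.92 ± 0.098 in knockout and 9.10 ± 0.48 in control (SD, n = 3). Together with Fkbp5, the transporter gene Slc10a6 and the transcription factor gene Klf15 (0.67, standard error 0.19) passed the criterion. Zbtb16 had the largest difference of the list, 2.38, but with a standard error of 1.06. Of 22 genes of the circadian clock, 18 were lower and 4 higher, with a median of -0.46 (-0.29 without knockout 1). On control 2 the clock genes were higher than on the other arrays by a median of 0.5. Without this array, the median difference of the list was -0.33. Hlf, a transcription factor of the clock output (8.74 ± 0.53 in knockout and 9.68 ± 0.28 in control, SD, n = 3), and the RNA-binding protein gene Cirbp (-0.69, standard error 0.24) passed the criterion. Per3, a period gene, was -0.80 (standard error 0.30). Both lists were chosen after Table S1 had been read, so that their direction is not independent evidence. Both shifts passed camera (adjusted p = 0.000951 for the glucocorticoid response and 0.000159 for the clock). Neither passed with an estimated correlation (adjusted p = 0.476 and 0.754). With the arrays centred on their medians, camera called the clock (adjusted p = 7.9e-09, median -0.437) but not the glucocorticoid response (adjusted p = 0.633, median 0.223). The array medians lie in the dim range, and centring added 0.0192 to all differences, those of constant probe sets included. Camera compares a list with the rest of the array, so these p values cannot be read as evidence about either list. No member passed an adjusted p of 0.05 over the list alone or over all probe sets.
Besides Ddn, 13 of 1372 probe sets on chromosome 15 passed the criterion, against 59 of 33381 on other chromosomes (odds ratio 5.4, 95% confidence interval 2.71 to 9.99, Fisher's exact test, two-sided p = 4.33e-06). This count was prompted by Table S1, which comes from the same arrays, so that its p is not independent evidence. The odds ratio on chromosome 15 was 2.83 without knockout 1, 3.18 without control 2 and 11.2 without knockout 2. At a fold over 2, where 14 probe sets of the array passed, the odds ratio was not smaller. Fisher's exact test was not passed there (p = 0.0676). The 13 probe sets belong to Cbx7, Cpne8, Csdc2, Cyb5r3, Cyp2d22, Fzd6, Lynx1, Nell2, Serhl, Tef and Yaf2. With genes as units, each represented by its probe set with the highest mean alone, 6 of 723 passed on this chromosome (odds ratio 3.71, Fisher's exact test, two-sided p = 0.00875). Without control 2, 140 probe sets passed the criterion in place of 81.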

When applying a multiple test correction for the 45101 probe sets on the array, none of the corrected p value is under 0.05. Of these 108 probe sets, 63 probe sets were downregulated and 45 probe sets upregulated, with the maximal fold change being 3.5 fold (except dendrin, table S1). 

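Only Ddn was separated from control by enough to pass a correction over all probe sets with limma on all 6 arrays, where its adjusted p was under 0.05. Next in order was 1 probe set of Pggt1b, which encodes a subunit of a protein prenyltransferase and was picked for mention after its values were seen. Its difference was only -0.15 (8.31 ± 0.0093 in knockout and 8.46 ± 0.0090 in control, SD, n = 3), with an adjusted p of 0.402. Csdc2, which encodes an RNA-binding protein, was at 6.18 ± 0.11 in knockout and 5.21 ± 0.015 in control (SD, n = 3), with all knockout mice above all control mice and an adjusted p of 0.502. At an unadjusted p under 0.05, limma counted 1636 probe sets, 984 higher and 652 lower in knockout glomeruli, or 5.65% of the 28962 probe sets that vary between arrays. SAM, the test named in the paper's methods, was also run, with p values pooled over the 20 permutations of the arrays. It counted 2336 probe sets at an unadjusted p under 0.05, and its smallest corrected p was 0.0831, that of Ddn. The 20 permutations include the real grouping and its mirror image, so that no corrected p could fall under 0.0831 here. The count of 0 at a corrected p under 0.05 was therefore set by the design. Without control 2, limma counted 7 probe sets at an adjusted p under 0.05, Ddn among them, and without each of the other arrays in turn it counted 1 to 5, none of them that of Ddn.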

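Of the probe sets past the criterion with limma, 43 were lower and 38 higher in the dendrin-deficient glomeruli. Creb3l1, a transcription factor bound to the endoplasmic reticulum, had the largest rise among them, 3.55-fold. It rose from 4.78 ± 0.57 in control to 6.61 ± 0.42 in knockout (log2, SD, n = 3). Over the other settings tried, the largest fold past the criterion besides that of Ddn ran from 2.9 (offset of 16) to 16.24 (without control 1). That fold was 7.39 without knockout 1 and 5.19 with each filter. Among the 12 largest rises that were not dim and separated the groups were also those of Slc10a6, a transporter of sulfated steroids (1.43, standard error 0.30), Rrm2, a subunit of ribonucleotide reductase (1.18, standard error 0.34), Sucnr1, the receptor of succinate (1.13, standard error 0.15), Csdc2 (0.97, standard error 0.060), Gm15866, Spsb4 and Tnfaip2 and 2 probe sets each of Fkbp5 and of no single gene. After Ddn, the largest falls were those of Ighv14-2 (-1.76, standard error 0.48), of a probe set without a single gene (-1.57), of 2210409E12Rik (-1.49, standard error 0.48), of Serhl (-1.49, standard error 0.28), of the Polycomb gene Cbx7 (-1.34, standard error 0.27) and of Mthfd1l, an enzyme of mitochondrial folate metabolism (-1.16, standard error 0.31). They were followed by the transferrin receptor gene Tfrc (-0.96), by Hlf (-0.94), by the homeobox gene Meox1 (-0.85), by Cpne8 (-0.85) and by a further probe set without a single gene (-0.82). Apart from Ddn, each of these had an adjusted p between 0.502 and 1. With SAM, 106 probe sets passed the criterion, 61 lower and 45 higher. Settings in which more probe sets past the criterion were higher than lower included the omission of knockout 3 (45 and 37) or control 2 (81 and 59). Array weights (53 and 51) and median centring (45 and 42) were others. Without knockout 1, 30 were higher and 85 lower.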

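The genes of the slit diaphragm, the cell junction between podocyte foot processes, differed little between knockout and control glomeruli. Nphs1, which encodes nephrin, was 12.85 ± 0.048 in knockout and 12.61 ± 0.20 in control (log2, SD, n = 3), a difference of 0.24 with a standard error of 0.12. The value of the adaptor gene Cd2ap was 12.16 ± 0.082 in knockout and 12.14 ± 0.14 in control. Kirrel, which encodes the nephrin-related protein Neph1, was higher by 0.26 (standard error 0.11) in knockout, with all 3 knockout mice above all 3 control mice, and the adaptor genes Nck1 and Nck2 were at -0.20 and 0.17. Of 19 measured genes of the slit diaphragm and of dendrin's partners, 13 were higher, 5 lower and 1 equal, and only Gadd45a, a stress response gene, passed the criterion of fold and p (adjusted p of the list = 0.0995 from camera, 0.754 with an estimated correlation). Without control 2 the list was higher in knockout (adjusted p = 0.00707), as it was with array weights (adjusted p = 0.0367).
Of 39 further podocyte genes, 32 were higher and 7 lower in knockout glomeruli, with a median of 0.11, and none passed the criterion. Wt1, a transcription factor of podocytes, differed by 0.16 (standard error 0.10), and Synpo, the gene of the actin-associated synaptopodin, by 0.098 (standard error 0.082). The largest differences were those of Lmx1b (0.37, standard error 0.18), Rhpn1 (0.35, standard error 0.31), Tdrd5 (0.29, standard error 0.29) and the laminin gene Lama5 (-0.21, standard error 0.15). The small shift of the podocyte list passed camera (adjusted p = 0.0195), but not with an estimated correlation (adjusted p = 0.754). No gene of either list passed an adjusted p of 0.05, whether adjusted over the list alone or over all probe sets. The call of the podocyte list was lost without knockout 2, knockout 3, control 1 or control 3 (adjusted p = 0.0664, 0.112, 0.472 and 0.309), with medians of 0.035 without control 1 and 0.030 without control 3. It was also lost with SAM and with each filter (medians of 0.112 to 0.114), and with a second quantile normalization (median 0.103). With 1 probe set per gene it was lost as well, at a median of 0.057. With the arrays centred on their medians, camera placed the list lower (adjusted p = 0.883), although its median was 0.131. The call was not lost without control 2 (adjusted p = 1.12e-09, median 0.17) or with array weights (adjusted p = 3.82e-05). On control 2, the array with the higher tubule genes, podocyte genes were higher than on the other arrays by a median of 0.16.

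**Figure D2:**
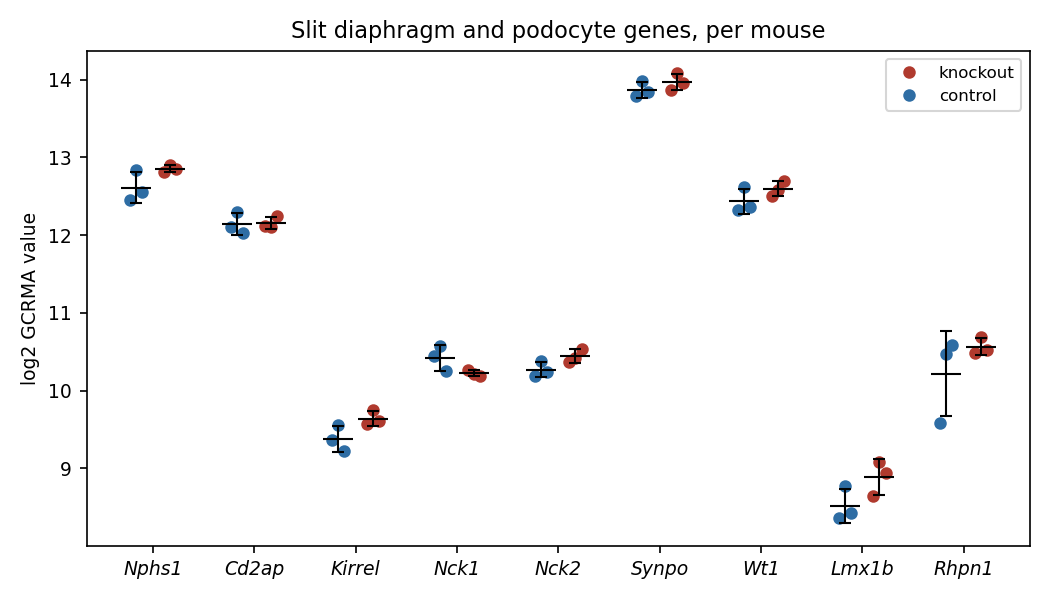
Log2 GCRMA values of slit diaphragm and podocyte genes in each mouse, with knockout mice in red and control mice in blue. Black bars give the mean ± SD (n = 3), and for each gene except Kirrel the values of the groups overlap.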

No significant expressional changes were detected in well-known podocyte genes, including slit diaphragm genes that have been shown to bind to dendrin. This microarray data set has been submitted to Gene Expression Omnibus database at NCBI (acc = GSE7676). Furthermore, immunostaining patterns for slit diaphragm proteins nephrin and podocin, as well as foot process protein synaptopodin were not altered in dendrin-deficient glomeruli in comparison to controls (Fig. 3). In line with this, protein expression levels of these nephrin, podocin and synaptopodin were not significantly changed in knockout glomeruli (Fig. 3G).

**Figure 3:**
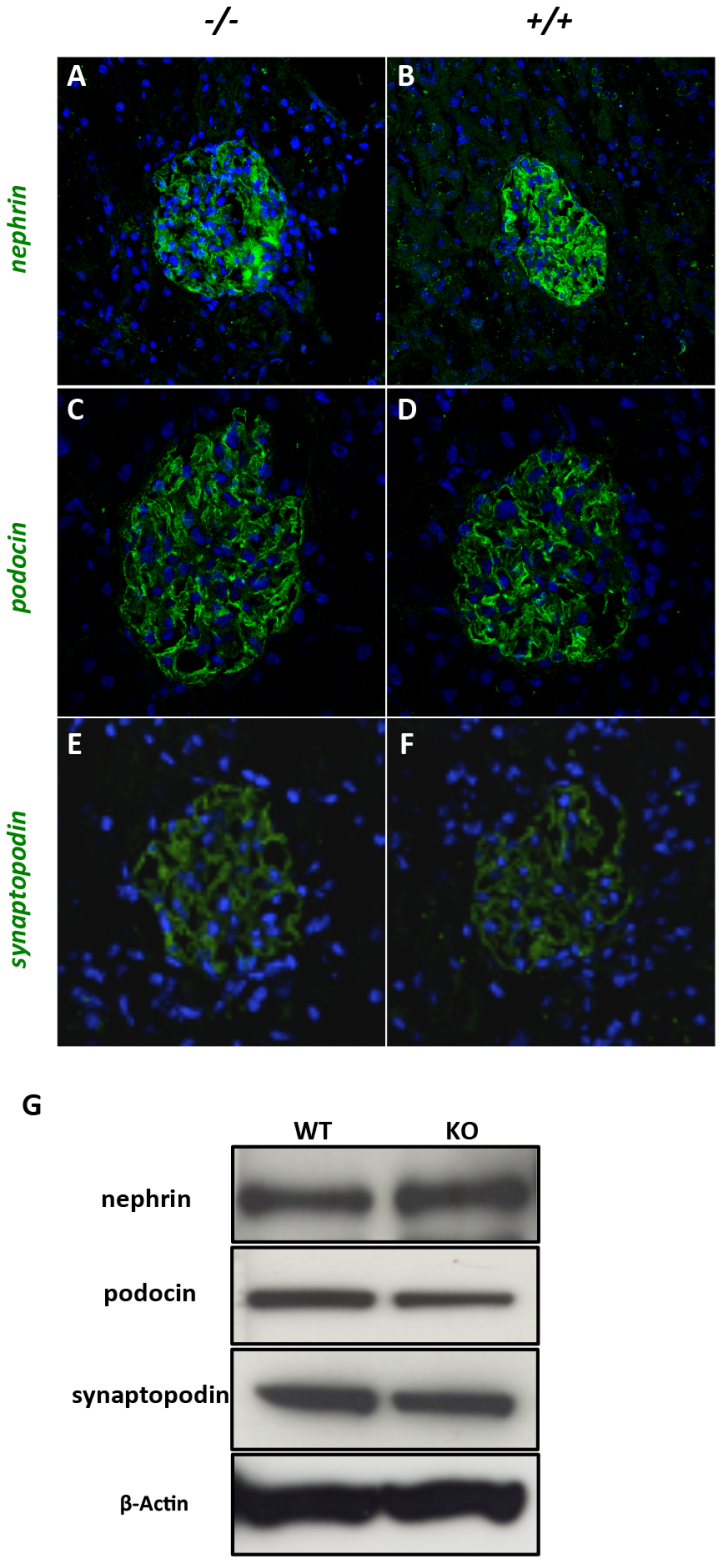
The expression of podocyte proteins in dendrin-deficient glomeruli. Slit diaphragm proteins nephrin (a–b) and podocin (c–d) are observed as linear line around capillary loops in control (+/+) and knockout (−/−) mice. (e–f) The expressioin of foot process protein synaptopodin is unchanged in dendrin knockout glomeruli. DAPI staining (blue) showing nuclei. Magnifications: ×200. (g) Western blotting for nephrin, podocin and synaptopodin do not show any significant expressional difference between wildtype (wt) and knockout (ko) glomeruli. β-Actin, used as a loading control, shows similar expression levels in both fractions.

### Dendrin does not modulate response to LPS or BSA-overload induced kidney injury

To study if dendrin has a role in compensatory mechanisms in the glomerulus, we challenged dendrin knockout mice with LPS-injection and BSA overload. These two models are well-established and mimic pathological conditions in the kidney [17]. Both LPS-injection and BSA overload resulted in a significant albuminuria (Fig. 4a–b). However, no significant difference was observed between the dendrin-deficient and control mice (Fig. 4a–b). Thus, dendrin does not seem to affect the response to glomerular injury in LPS-induced and BSA overload mouse models.

**Figure 4:**
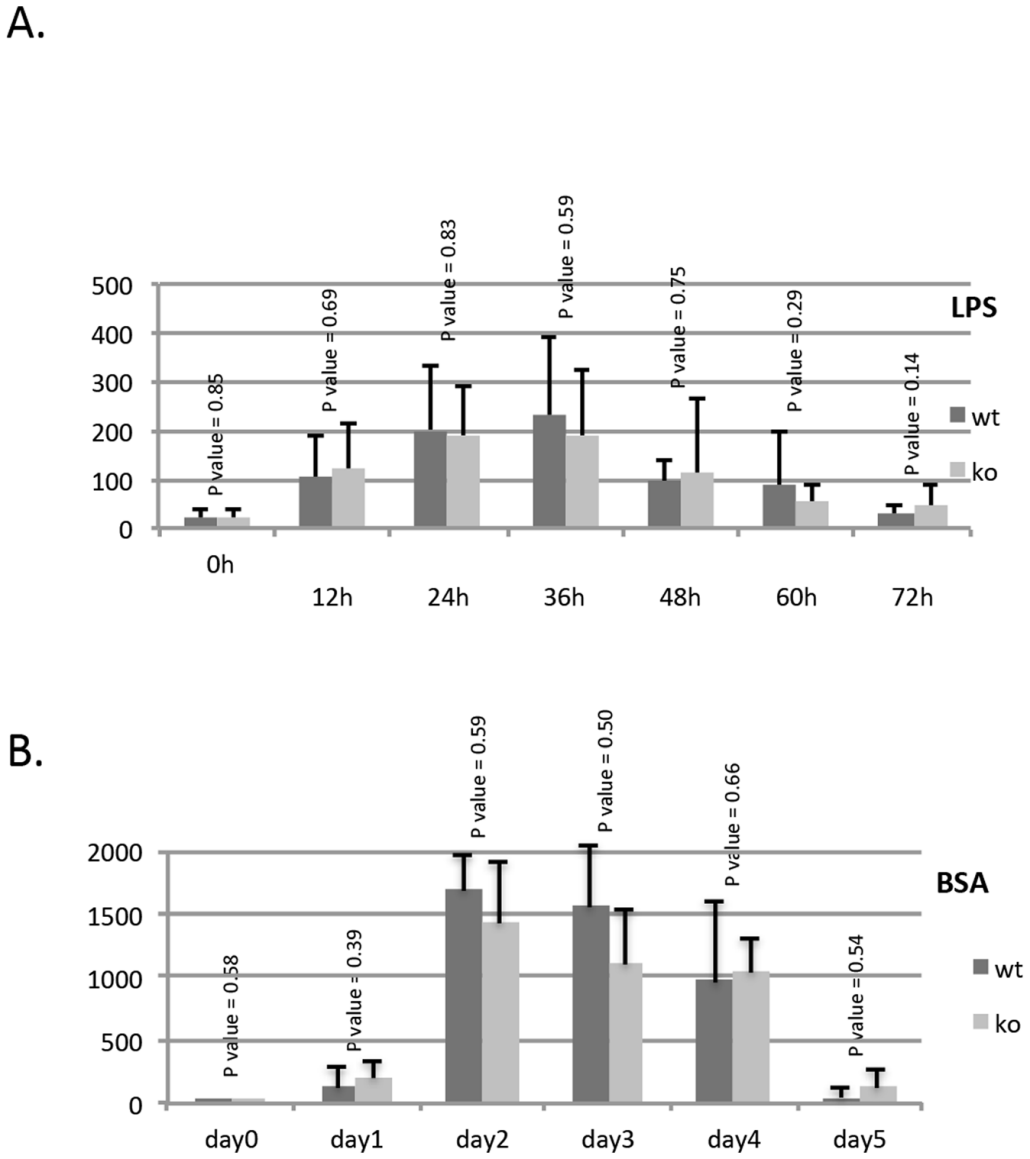
Albuminuria in LPS-nephropathy and BSA-overload models. (a) LPS-injection induce significant albuminuria in both dendrin knockout and control mice. Urinary albumin levels were similar in both mice (8 mice in each group). (b) BSA overload caused massive albuminuria in both dendrin-deficient and control mice. However, no significant differences were observed between the two groups (6 knockout and 5 control mice were included). Units in the Y axes indicate albuminuria level as analyzed by Quantity One software.

### Wtip and Gadd45a bind to dendrin

To analyze protein-protein interactions of dendrin, we performed a yeast two-hybrid screen. To identify meaningful interactions occurring in the podocyte, we used our own glomerular cDNA library [16] as a prey-library. The screening fished out 15 candidate proteins (Table 1). Two of the candidates caught our attention, Wtip and Gadd45a. Wtip has been shown to localize to the slit diaphragm and shuttle to nucleus in injured podocytes [18], similarly to the previous report for dendrin [10]. 

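Gadd45a was higher in the glomeruli of each of the 3 dendrin knockout mice than in those of any control mouse, whereas Wtip was not separated between the groups. Gadd45a, a gene induced by growth arrest and DNA damage, had values of 11.31, 10.97 and 10.87 (log2) in knockout and 10.25, 10.66 and 10.33 in control glomeruli. The mean was 11.05 ± 0.23 (SD, n = 3) in knockout and 10.42 ± 0.22 (SD, n = 3) in control, a difference of 0.64 with a standard error of 0.18, or 1.56-fold. The difference passed the criterion of fold and unadjusted p but not the correction over all probe sets (adjusted p = 1 from limma). The exact permutation test gave p = 0.1, two-sided, the smallest possible. Wtip was 10.21 ± 0.084 in knockout and 10.08 ± 0.073 in control (SD, n = 3). Its difference of 0.13 (standard error 0.062) did not pass the criterion (exact permutation test, two-sided p = 0.2). With 1 array left out in turn, Gadd45a did not pass the criterion without knockout 1, control 1 or control 3, with differences of 0.51, 0.56 and 0.60.
Of 21 genes of p53 and the DNA damage response, 14 were higher and 7 lower in knockout glomeruli, with a median of 0.040 (adjusted p = 0.283 from camera, 0.754 with an estimated correlation). Gadd45a was the only member past the criterion. Cdkn1a, which encodes the cell cycle inhibitor p21, was higher by 0.49 (standard error 0.20) with separated groups, and the kinase gene Plk2 was at -0.69 (standard error 0.32). No member passed an adjusted p of 0.05 over the list alone or over all probe sets.

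**Figure D3:**
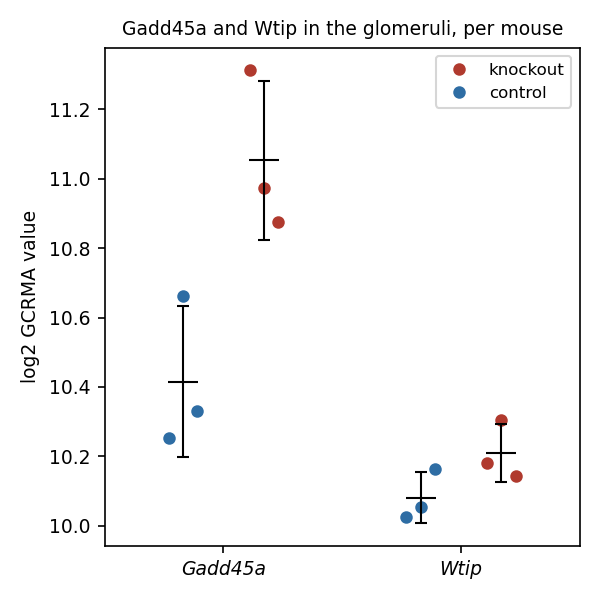
Log2 GCRMA values of Gadd45a and Wtip in each mouse, with knockout mice in red and control mice in blue and black bars for the mean ± SD (n = 3). The lowest knockout value of Gadd45a, 10.87, lies above the highest control value, 10.66.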

Gadd45a was, on the other hand, significantly upregulated in the dendrin-deficient glomeruli (table S1). Gadd45a encodes a protein involved in cell cycle regulation, DNA repair and genomic stability [19].

**Table 1:** Positive clones in yeast two-hybrid assay using dendrin as a bait.

Heterogeneous nuclear ribonucleoprotein F (hnrpf)
Mitochondrial ribosomal protein L38 (mrpl38)
Coiled-coil domain-containing protein 80 (Ccdc80)
Polymerase (RNA) III (DNA directed) polypeptide
General transcription factor II I repeat
Zinc finger and BTB domain containing 17
DnaJ (Hsp40) homolog, subfamily C, member 14
Integrin beta 4 isoform 2
Growth arrest and DNA-damage-inducible 45 alpha (gadd45a)
Filamin alpha
Calpain small subunit 1
Bone morphogenetic protein 4 precursor (BMP-4)
WT1-interacting protein (wtip)
Protein containing single MORN motif in testis(morn2)
Octamer-binding transcription factor 3 (Oct-3)

The assocation of dendrin with Gadd45a was confirmed by transfecting HEK293 cells with flag-tagged dendrin (f-dendrin) and myc-tagged Gadd45a (m-Gadd45a) constructs, followed by co-immunoprecipitation. Immunoprecipitation of f-dendrin with anti-flag antibody co-immunoprecipitated m-Gadd45a in double-transfected cells, whereas no m-Gadd45a was detected in the control immunoprecipitation (Figure 5a). Conversely, immunoprecipitation with anti-myc antibody brought down f-dendrin, whereas control immunoprecipitation experiments did not co-immunoprecipitate f-dendrin (Figure 5b). The analysis of cell lysates showed expression of recombinant proteins in both experiments (Figure 5a–b). To validate these results, we analyzed the localization of dendrin and Gadd45a in the glomerulus. In the normal glomerulus, strong immunoreactivity for dendrin was observed as a linear line around capillary loops indicating localization to foot processes (Fig. 1b). In addtion, a weak reactivity in nuclei in 62% (82/133 in 10 glomeruli) of podocytes (Fig. 5c) was observed. No dendrin was detected in nuclei of other glomerular cells. Staining for Gadd45a was detected in nuclei of all glomerular cells, including podocytes (Fig. 5c). Importantly, the staining for dendrin in podocyte nuclei overlapped with that of Gadd45a. In adriamycin-induced nephropathy (supporting fig. S2), immunoreactivity for dendrin in nucleus was increased as 95% (124/133 in 10 glomeruli) of podocyte nuclei showed reactivity for dendrin (doublestained with podocyte marker wt1, Fig. 5c).

**Figure 5:**
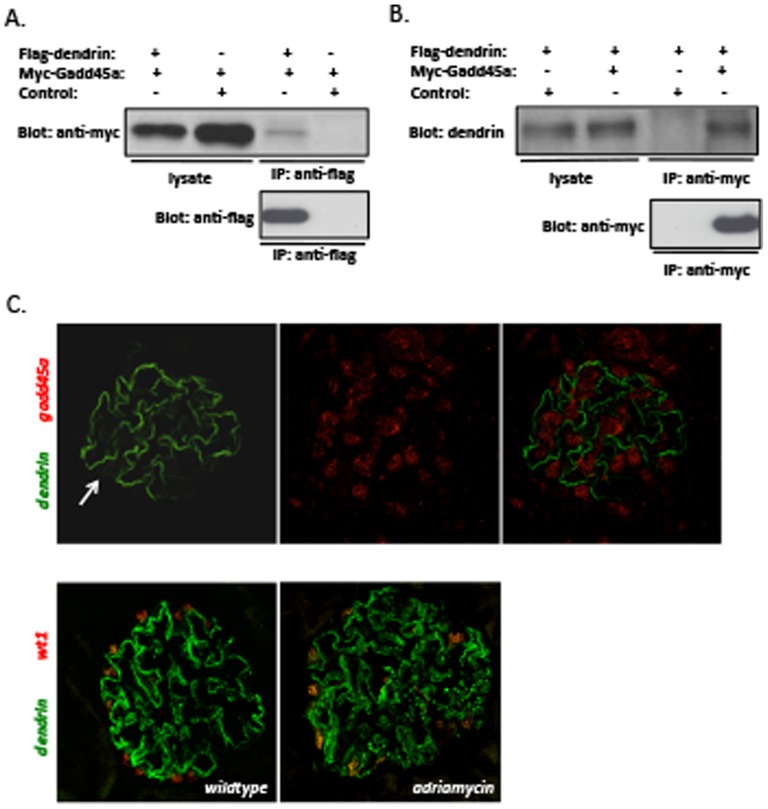
Analysis of interaction of dendrin with Gadd45a. (**a**) Immunoprecipitation (IP) of double transfected cells with anti-flag antibody brings down myc-tagged Gadd45a (Myc-Gadd45a) together with flag-tagged dendrin (Flag-dendrin). Control experiments do not bring down Myc-Gadd45a. (**b**) IP with anti-myc antibody co-immunoprecipitates flag-dendrin, whereas the control IP with a non-related expression construct does not bring down flag-dendrin. Input lysates from these experiments show expression of recombinant proteins. (**c**) Double immunofluorescence staining shows partial colocalization of dendrin and Gadd45a in podocyte nuclei. The positivity for dendrin in podocyte nuclei is increased in the adriamycin-induced nephropathy model. Podocyte nuclei are counterstained with wt1. Magnifications: ×200.

We confirmed the interaction between dendrin and Wtip using co-immunoprecipitation experiments. We double transfected HEK 293 cells with ha-tagged dendrin (h-dendrin) and myc-tagged Wtip (m-Wtip). As controls, we used irrelevant expression constructs. Immunoprecipitation of h-dendrin with anti-ha antibody co-immunoprecipitated m-Wtip in double-transfected cells, whereas m-Wtip was not detected in the control immunoprecipitation (Figure 6a). Conversely, anti-myc antibody co-immunoprecipitated h-dendrin, whereas the control immunoprecipitation did not bring down h-dendrin (Figure 6b). The analysis of cell lysates showed expression of recombinant proteins in both experiments (Figure 6a–b). To validate these results, we tried to perform immunostaining experiments with various Wtip antibodies. However, in our hands, no reliable signal for Wtip was detected in immunohistochemical experiments and thus no colocalization studies could be made with dendrin.

**Figure 6:**
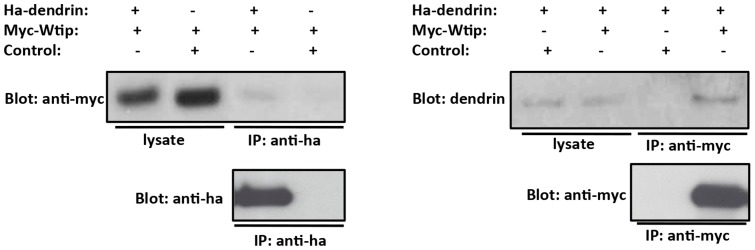
Analysis of interaction of dendrin with Wtip. (**a**) Immunoprecipitation (IP) of double transfected cells with anti-ha antibody brings down myc-tagged Wtip (Myc-Wtip) together with ha-tagged dendrin (ha-dendrin). Control experiments do not bring down Myc-Wtip (**b**) IP with anti-myc antibody co-immunoprecipitates ha-dendrin, whereas the control IP with a non-related expression construct does not bring down ha-dendrin. Input lysates from these experiments show expression of recombinant proteins.

## Discussion

The podocyte slit diaphragm interconnecting adjacent foot processes is probably the most critical part of the renal ultrafiltration barrier [20]. Dendrin is located at the cytoplasmic face of the slit diaphragm in where it binds to crucial slit diaphragm proteins nephrin and Cda2p [8], [10]. This, together with the fact that dendrin is highly specific for the podocyte slit diaphragm, prompted us to investigate the role of dendrin in the glomerulus by generating a dendrin knockout mouse line. Somewhat surprisingly, dendrin-deficient mice exhibited normal renal ultrafiltration barrier morphology and function, indicatíng that dendrin is dispensable for the normal development and function of the glomerulus filtration barrier. Next, we challenged dendrin deficient mice with LPS and BSA overload that are known to cause glomerular filtration barrier injury and proteinuria. Even under these pathological stimuli, we did not detect differences between dendrin-deficient and littermate control mice. Previously, dendrin has been reported to facilitate tgf-b-mediated pro-apoptotic signaling via its nuclear translocation in podocytes. Our results suggest that dendrin-mediated signaling does not play an important role in LPS and BSA-induced podocyte injuries.

Dendrin does not have any homologous proteins that can be expected to compensate for its loss. Therefore, to investigate possible compensatory changes in the glomerulus, we microarray-profiled dendrin-deficient glomeruli. We found relatively little expressional changes in the glomerulus, and notably, no significant changes in the expression of other slit diaphragm components. One of the genes upregulated in the dendrin-null glomerulus, Gadd45a, was interestingly identified in the yeast two-hybrid screen to bind dendrin. The interaction between dendrin and Gadd45a was confirmed with coimmunoprecipittion and colocalization experiments. Gadd45a encodes a protein involved in cell cycle regulation, DNA repair and genomic stability [19]. It is usually induced under stress condition, and arrests cell cycle at G2/M checkpoint and promotes apoptosis of damaged cells. In the kidney, it has been shown to modulate apoptosis in mesangial cells [21]. As dendrin has been shown to relocate to nucleus in injured podocytes and promote apoptosis, we think that Gadd45a may be in this same pathway and modulate dendrin-mediated apoptotic signals in podocytes.

Our interaction studies indicated that dendrin interacts with Wtip, a cytoplasmic component of the slit diaphragm. The Wtip-dendrin interaction is supported by previous studies that have shown that Wtip, similarly to dendrin, can shuttle to nucleus in injured podocytes [18]. It is unclear where dendrin and Wtip form a complex, in the slit diaphragm, nucleus, or both. In the nucleus, dendrin was recently shown to act as a transcription factor to promote the expression of cathepsin L [22]. Cathepsin L can proteolytically cleave the regulatory GTPase dynamin and the actin-associated adapter synaptopodin, and in that way cause a reorganization of the podocyte microfilament system resulting in proteinuria. As dendrin-deficient mice exhibit normal podocyte morphology and do not have proteinuria, it seems that there are also other mechanisms modulating cathepsin L mediated organization of the podocyte cytoskeleton.

In conclusion, our study indicates that dendrin is not needed for the normal development or function of the glomerular filtration barrier. Furthermore, our interaction studies showing that dendrin binds to Wtip and Gadd45a, support the idea that dendrin can act as a nuclear protein mediating transcription during glomerular injury.

## Supporting Information

Figure S1 **Characterization of anti-dendrin antibodies.** (**a**) All three anti-dendrin antibodies recognized a band around 80 kD in HEK293 cells transfected with full length mouse dendrin expression construct. No band was detected in control (nephrin) transfected cells. Tubulin was detected as a loading control. (**b**) In Western blotting of glomerular lysates, all three antibodies recognized a protein around 80 kD in both wildtype and knockout fractions. In Western blotting of brain and liver lysates, two of the antibodies recognized a band around 80 kD and another one around 88 kD. Tubulin was detected as a loading control.
(TIF) Click here for additional data file.

Figure S2 **Characterization of Adriamycin nephropathy model.** Mice injected with Adriamycin develop massive albuminuria as observed by the analysi of urine from these mice collected 0, 4, 7 and 14 days after the injection. Two microliter of urine was loaded on SDS-page gel.
(TIFF) Click here for additional data file.

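Table S1 lists the probe sets that the authors counted as different between dendrin knockout and littermate control glomeruli. For each probe set it gives the fold change and the raw and corrected p value of SAM, a test that compares each difference with those of permuted arrays. All 108 probe sets were found among the GCRMA values. Each had the same direction in the values analysed here, and no fold differed from that of the table by a share of more than 3.2e-06. Knockout and control values did not overlap for 96 of the 108, where chance gives 10% of probe sets not chosen by their difference. A total of 8 were dim. The fold of Il1rl2 and of Tlk1 lay just under 1.5. The direction of these probe sets is not independent evidence, since they were chosen on the same arrays.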

Table S1 (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

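Glomeruli of 3 dendrin knockout mice and 3 littermate control mice, 13 months old, were profiled on Affymetrix mouse whole-genome arrays, 1 array per mouse. The authors processed the array intensities with GCRMA (version 2.30.0), which includes background subtraction, quantile normalization between arrays and summarization of probes, so that the values used here are log2 intensities of probe sets and not counts. Raw intensities were not analysed here. The table holds 45101 probe sets. The range and shape of the values were checked to be those of a log2 scale, with a lowest value of 2.2 and upper quartiles of 7.70 to 7.73 per array.

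Arrays were grouped by the genotype in their labels, and all 6 were used. Probe sets were paired with gene symbols, and only probe sets with a single gene symbol stand for a gene. Where a gene has several, the one with the highest mean over the 6 arrays was used in the gene lists and wherever genes were counted on chromosome 15. Genes were placed on chromosomes with the GRCm38.p6 annotation. Knockout and control arrays were compared with limma (version 3.58.1 in R 4.3.3), lmFit followed by eBayes, two-sided, on all probe sets with no filter and no covariate, with 4 residual degrees of freedom and a prior of 0.312 degrees of freedom. Differences are knockout minus control on the log2 scale with their limma standard error, and adjusted p values are Benjamini-Hochberg values over all probe sets. The criterion of the paper, a fold over 1.5 in either direction and an unadjusted p under 0.05, was applied with limma's p. SAM, which the paper's methods name, was written out in R code: d statistic with a fudge constant, p values pooled over the 20 permutations of the arrays for the 28962 probe sets that vary, and corrected p values by Storey's method. Its p values differed from those of Table S1 by at most 1.37e-05.

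The gene lists were fixed before the data were examined: slit diaphragm and dendrin partners, podocyte, glomerular endothelium, mesangium and smooth muscle, parietal epithelium, proximal tubule, loop with distal tubule and collecting duct, leukocyte, fibroblast, circadian clock, glucocorticoid response, immediate early and stress genes, p53 and DNA damage, cell cycle, TGF-beta response and matrix, apoptosis and cathepsin L, the yeast two-hybrid candidates of the paper (13 of 15, the other 2 lacking a single gene in its Table 1), glomerular injury and inflammation, interferon and MHC, sex-linked genes, ribosomal proteins and oxidative phosphorylation. The lists for clock, glucocorticoid response, cell cycle, fibroblast and injury were chosen after Table S1 had been read. Lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and with fry, both from limma, and p values were adjusted over all lists. Genes named in the text are those the paper names, the 12 largest rises and the 12 largest falls past the criterion that were not dim and separated the groups, up to 4 members of each list with the largest difference, and probe sets of Table S1 needed to describe a list or a chromosome, whose values had been seen. Probe sets past the criterion on chromosome 15 were compared with those on other chromosomes by Fisher's exact test, two-sided, an idea that also followed from Table S1. Ddn was left out of that count.

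Array data hold no counts, so the number of arrays and the signal over background limit the precision. With 3 mice against 3, the smallest two-sided p of an exact permutation test is 0.1. The procedure was tested on simulated data of 45101 probe sets with 200 true changes. Of simulated changes of 1.5-fold, 40% passed the criterion with limma, and of those of 2-fold, 98%. A total of 28% and 60% passed the adjusted p. Of the unchanged probe sets, 83 passed the criterion and 6 the adjusted p.

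Alternatives set before the data were examined were SAM, limma with an intensity trend and a robust prior, filters at a mean of at least log2 4 or 6 or a range above 0.1, median centring, quantile normalization of the values once more, an offset of 16 on the unlogged scale, array weights, the replicate number as a block, 1 probe set per gene, a fold over 2, the ratio of unlogged means and the omission of each array in turn.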

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

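The tests of explanations in this part, the principal components and the counts of probe sets and of chromosome 15 over other splits of the arrays were chosen only after the result was seen. The camera tests, the omission of each array and the count of gene lists over other splits were set before, with the lists for clock, glucocorticoid response and cell cycle and the test of chromosome 15 chosen after Table S1 had been read, which comes from the same arrays, so that their p values are not independent evidence.

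Probe sets past the criterion were more frequent on chromosome 15, where dendrin is encoded, than on other chromosomes (odds ratio 5.4; 2.83 without knockout 1, 3.18 without control 2 and 11.2 without knockout 2), a signal the paper does not report. Sequence variants under single probe sets were argued against for 8 genes by their other probe sets that did not pass the criterion, of which 100% (11 of 11) moved in the same direction, whereas 3 genes had no such probe set and stay open: Nell2, and Serhl and Yaf2, whose second probe set moved in the same direction but was itself past the criterion. An effect of the inserted cassette on its nearest neighbours was argued against only as the source of the excess at 5 to 20 Mb from Ddn. There the share of probe sets with an unadjusted p under 0.05 was 22.4%, against 9.52% within 5 Mb. The ratio was 2.35 (Fisher's exact test, p = 0.00235), counted over probe sets that are not dim. Whether the cassette changed a few genes next to Ddn cannot be told, since the bin within 5 Mb pools 147 probe sets. A candidate explanation that stays open is a segment of the other strain of the embryonic stem cells that was carried along with the targeted allele during the backcross: within 20 Mb of Ddn the share was 2.05 times that on other chromosomes, and beyond 30 Mb it was 0.987 times that share, although the share within 5 Mb was close to the 8.04% on other chromosomes. An effect of the loss of dendrin on these genes was not tested, since all 3 knockout mice carry the same allele and region.

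Clock genes were lower (adjusted camera p = 0.000159; 0.754 with an estimated correlation) and glucocorticoid response genes higher (adjusted camera p = 0.000951; 0.476 with an estimated correlation) in knockout glomeruli, in lists the paper does not discuss. Tubule RNA on the array of control 2 was argued against as the cause, since without this array both lists kept their direction, with medians of -0.333 and 0.358 and adjusted camera p values of at most 0.00707. A single knockout mouse was argued against for the glucocorticoid response, with a median of at least 0.238 and an adjusted p of limma's camera of at most 0.00917 without each knockout array in turn, but remains open for the clock, whose median was -0.291 without knockout 1 (adjusted p = 0.0055 from camera) and -0.456 with it. A different phase of the clock in the 2 groups, as from different times of day at collection, remains open: the median difference of the positive arm, Bmal1, Clock and Npas2, was 0.304 and that of the 10 output genes -0.624, but 2 of the 3 genes of the positive arm are dim, so that a phase difference and a lower output cannot be told apart. An effect of the genotype or of stress hormones was not tested, and the paper's text does not name the time of collection.

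The array of control 2 stood apart from the other arrays and lay at 48.9 on the first principal component, which held 51.4% of the variance. Tubule fragments left among the glomeruli of this mouse are a candidate explanation, since genes of the proximal tubule were higher by a median of 1.29 and those of the loop, distal tubule and collecting duct by 1.55, with Calb1 at 10.90 and Slc12a3 at 10.34. Dilution by tubule RNA was argued against for the lower leukocyte genes of this array (median -1.90), since podocyte genes were not lower with them (median 0.157). No biological explanation of this array was tested.

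Genes of the glomerular endothelium were lower in knockout glomeruli, in a list the paper does not discuss (adjusted camera p = 0.000167; 0.476 with an estimated correlation), with a median of -0.121, or -0.0604 without knockout 3 and -0.0481 without control 3. Genes of the loop, distal tubule and collecting duct were lower as well (adjusted camera p = 0.000255; 0.754 with an estimated correlation and 0.489 without control 2, where their median was 0). Of 29 cell cycle genes, 22 were higher, 6 lower and 1 equal, with a median of 0.071 (adjusted camera p = 0.00556; adjusted p = 0.754 with an estimated correlation), a call lost without knockout 3 (0.111, median 0.0322), control 2 (0.35) or control 3 (0.0575, median 0.0453). Of 25 genes of oxidative phosphorylation, 21 were higher and 4 lower, with a median of 0.042 (adjusted camera p = 0.0175; adjusted p = 0.754 with an estimated correlation), a call lost without knockout 2 (0.0618), knockout 3 (0.112), control 1 (0.373, median 0.0167) or control 3 (0.208). Its median was 0.0666 without knockout 1 and 0.0844 without control 2.

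The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 81 probe sets past the criterion, and the highest of the others gave 133, with knockout 1, knockout 2 and control 2 on one side; 2 of the 10 gave as many as the real one. At an adjusted p under 0.05, the real split gave 1 probe set and the highest of the others 0, so that 1 of the 10 gave as many. The real split gave 7 gene lists with an adjusted camera p under 0.05, the highest of the others 11, and 8 of the 10 gave as many. For chromosome 15 the odds ratio was 5.4 in the real split (13 probe sets) and at most 5.13 in the others (4 probe sets), so that 1 of the 10 was as high. Within 20 Mb of Ddn the odds ratio was 9.4 in the real split and at most 2.24 in the others.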

How the results depend on the processing

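The alternatives were set before the data were examined, and none was added afterwards. Endothelium and clock lists kept direction and call under all 17 alternatives (adjusted camera p up to 0.0129 and 0.00707), but neither passed camera with an estimated correlation (adjusted p = 0.476 and 0.754). The causes of changes under the alternatives were not tested.

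With SAM, the corrected p of Ddn was 0.0831, the smallest that its permutations allow, so that 0 probe sets could pass a corrected p of 0.05. With this test 4 gene lists were called in place of 7. The lists of podocyte, cell cycle and oxidative phosphorylation lost their call (0.26, 0.118 and 0.26). The 3 filters gave Ddn an adjusted p of 2.12e-05 to 0.000122. Among probe sets with a mean of at least log2 4, 4 lists were called and the same lists were lost (0.202, 0.0741 and 0.381), as they were at a mean of at least log2 6, with 4 lists (0.311, 0.714 and 0.46). Among probe sets with a range above 0.1, 141 passed the criterion, and the podocyte (0.122) and oxidative phosphorylation (0.332) lists were lost. Median centring added 0.0192 to all differences, those of the 16139 probe sets with the same value on all 6 arrays included. Camera compares a list with the rest of the array, so its calls under this setting cannot be read as evidence about the lists. Camera then placed podocyte genes lower (0.883, median 0.131) and did not call glucocorticoid response, cell cycle and oxidative phosphorylation (0.633 each, medians 0.223, 0.0899 and 0.0608, none smaller than before), it called the lists of proximal tubule (4.57e-05), immediate early (6.11e-05) and TGF-beta (0.0377) genes lower, and 42 probe sets past the criterion were lower and 45 higher. With an offset of 16, Ddn was 186.7-fold lower, 54 probe sets passed the criterion, and the proximal tubule list was called lower (0.04). A second quantile normalization gave 0.097 for podocyte and 0.15 for oxidative phosphorylation, and array weights gave 0.183 for cell cycle. With the replicate block, the adjusted p of Ddn was 0.461, Gadd45a (0.638) missed the unadjusted p of 0.05, 64 probe sets passed the criterion (31 lower and 33 higher), and 49 of the 108 probe sets of Table S1 passed; it ended the call of no gene list. Neither the labels nor the paper give a pairing. Deviations from the group means correlated by 0.0949 to 0.352 in mice of the same number, and the smallest missed the 0.1 required of every pair for the numbers to count as a pairing, but all 6 arrays correlated best with their own number, a hint from the data and not from the design. With 1 probe set per gene, 46 probe sets passed, all 46 of them among those 108, and the podocyte list was at 0.12. At a fold over 2, 14 probe sets passed, and the odds ratio of chromosome 15 was 5.41 without passing Fisher's exact test (p = 0.0676).

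With each array left out in turn, the adjusted p of Ddn was 0.000552 to 0.192 (under 0.05 without control 2 alone), 78 to 140 probe sets passed the criterion (140 without control 2), 1 to 7 passed the adjusted p (7 without control 2, Ddn among them there alone), 44 to 52 of the 108 passed, Gadd45a differed by 0.509 to 0.761, and the odds ratio of chromosome 15 was 2.83 (without knockout 1) to 11.2 (without knockout 2). The adjusted camera p ranged from 1.12e-09 to 0.472 for podocyte genes, from 2.01e-06 to 0.489 for the loop, distal tubule and collecting duct, from 2.43e-06 to 0.35 for cell cycle and from 4.69e-07 to 0.373 for oxidative phosphorylation. Without control 2, proximal tubule genes reversed to higher (0.0487; range 0.000113 to 0.172) and leukocyte genes to lower (0.00122; range up to 0.923). Signal over background limits the dim probe sets, 25482 in number.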

Differences from the paper's values

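The corrected p of dendrin was 0.0197 with limma, where the paper's Table S1 gives 0.0829948. Of the alternatives set before the data were examined, SAM (0.0831), which the paper's methods name, and the omission of knockout 1 (0.11), knockout 3 (0.0771), control 1 (0.109) or control 3 (0.085) gave values within 1.5 times of the paper's. The other alternatives did not.

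The paper states that no probe set passed the multiple test correction. With limma, 1 probe set, that of Ddn, had an adjusted p under 0.05. With SAM 0 did, but its 20 permutations allow no corrected p under 0.0831 here, so that this count cannot decide the question.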

Other observations

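No list in this part passed camera in the comparison of all 6 arrays. Of 24 immediate early and stress genes, which respond within minutes to handling of a tissue, 17 were lower and 7 higher in knockout (adjusted camera p = 0.0995; 0.754 with an estimated correlation). They were higher on the array of control 2 by a median of 1.01, and Fosb (-1.69, standard error 1.26) and Atf3 (-0.85, standard error 0.83) had their largest value there. Of 20 genes of apoptosis and the cathepsin L pathway, 13 were higher and 7 lower (adjusted camera p = 0.328; 0.754 with an estimated correlation). The anti-apoptotic gene Bcl2l1 was higher by 0.35 (standard error 0.11) with separated groups, and Ctsl, the gene of cathepsin L, by 0.12 with overlapping groups. Of 28 genes of the TGF-beta response and matrix, 12 were higher and 15 lower, with a mean above and a median below 0 (adjusted camera p = 0.659; 0.896 with an estimated correlation), with Tgfb3 at 0.49 (standard error 0.18) and the collagen gene Col4a1 at 0.47 (standard error 0.29).

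Of 22 genes of glomerular injury and inflammation, 11 were higher and 9 lower, and camera ranked the list lower although its median was above 0 (adjusted camera p = 0.983; 0.992 with an estimated correlation). Only Tnfaip2 passed the criterion (0.65, standard error 0.23). Of 16 fibroblast genes, 6 were higher and 4 lower (adjusted camera p = 0.95; 0.95 with an estimated correlation), and the matrix gene Efemp1 (0.76, standard error 0.26) and the receptor gene Pdgfra (-0.59, standard error 0.17) passed the criterion in opposite directions. Both lists were chosen after Table S1 had been read. Of 21 interferon and MHC genes, 18 were higher and 3 lower (adjusted camera p = 0.186; 0.754 with an estimated correlation), with Irf7 at 0.37 (standard error 0.34). Of 18 ribosomal protein genes, 13 were higher and 5 lower (adjusted camera p = 0.304; 0.814 with an estimated correlation). Of 13 of the 15 yeast two-hybrid candidates of the paper, the other 2 lacking a single gene in its Table 1, 6 were higher and 5 lower (adjusted camera p = 0.574; 0.754 with an estimated correlation), and Gadd45a was the only member past the criterion. Of 5 sex-linked genes, 1 was higher and 2 lower (adjusted camera p = 0.304; 0.754 with an estimated correlation), with Xist at the lowest value of the table and Kdm5d at a mean of 7.40 in knockout and 7.44 in control. With 1 array left out, several of these lists passed camera: the immediate early genes, lower, without knockout 3 or control 1 (adjusted p = 0.0121 and 5.81e-05), the TGF-beta and injury lists, lower, without control 2 (0.0345 and 0.0366), and the interferon and ribosomal lists, higher, without control 3 (9.86e-05 and 0.00463). With the arrays centred on their medians, the immediate early (6.11e-05) and TGF-beta (0.0377) lists were called lower, the latter with a median of 0.0063. Centring also raised the probe sets that camera compares a list with, so these calls are no evidence about the lists. No member of any list in this part passed an adjusted p of 0.05 over the list alone or over all probe sets. By fry, which asks whether the genes of a list move in 1 direction, the smallest adjusted p of all lists was 0.325, and in either direction it was 0.0132, for the glomerular endothelium.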
